A study of Homo sapiens with 9 samples. Its data were reported in "Strawberry Notch 1 Acts as a Transcriptional Regulator Driving Oncogenic Programs in Liver Carcinogenesis" (2026).

How the data were processed

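RNA sequencing was performed on SNU1079, an established cell line derived from an intrahepatic cholangiocarcinoma (a cancer of the bile ducts within the liver). The cells were transfected with a non-targeting control siRNA (NTC), siSBNO1#1 or siSBNO1#2. A small interfering RNA (siRNA) is a short double-stranded RNA whose guide strand directs cleavage of mRNA that matches it, and a non-targeting siRNA passes through the same transfection without an intended target. The 3 groups held 3 libraries each, 9 libraries in all, and were taken from the sample titles. A treatment tag of the siSBNO1#2 samples reads SiSBNO2 in the labels. The titles were followed, and the level of SBNO1 in each library was used to check them.

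Total RNA was extracted, mRNA was enriched on oligo dT beads per the study's methods, and libraries were sequenced on a DNBSEQ platform. The labels describe strand-specific paired-end reads, whereas the study's methods describe single-end reads, and the read layout was left open here. The authors inspected the reads with FastQC, trimmed them with trim_galore and assigned them with kallisto to GENCODE transcripts of GRCh38.p13. kallisto matches the 31-base words of a read to transcripts and shares reads that fit several transcripts by a likelihood model. The authors deposited estimated counts per gene, which are not normalised and need not be whole, and TPM (a measure of transcript abundance) per gene, which are scaled for transcript length and for the library total. The step from transcripts to genes and any use of strand in the assignment were not stated, so values of antisense, overlapping or near-identical genes were treated as uncertain. Replicates were deposited separately. Between 22.9% and 24.4% of the deposited estimated counts per library were not whole numbers, and the deposited TPM summed to between 999667 and 999796 per library.

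The estimated counts were rounded to whole numbers. Library totals ranged from 21135781 to 21640248 counts. At these totals 3 counts, the limit that a count of 0 allows, corresponded to between 0.139 and 0.142 CPM (counts scaled to a common library total). These limits cover counting error only. The files listed 60617 genes by versioned Ensembl identifiers, of which 60357 matched the names and positions of the GRCh38 annotation used here and 42009 had a symbol. Genes were kept with the filterByExpr function of edgeR, which left 15171 genes, 14175 with a symbol. CPM in the text were scaled with TMM factors, which set most genes level between libraries.

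Differential expression was tested with voom and limma, the approach of the study's methods, with TMM factors, 1 fit over all 9 libraries and no covariates. voom weights each log2 CPM value by the spread typical of its count. From the same fit came siSBNO1#1 against NTC, siSBNO1#2 against NTC, the mean of both siRNAs against NTC and siSBNO1#2 against siSBNO1#1, each two-sided with Benjamini-Hochberg adjustment over the genes tested. A gene was called changed at an adjusted p below 0.05 and an absolute log2 fold change above 0.5. Shares of library counts were compared by exact permutation tests, two-sided, with 84 splits for 6 against 3 libraries and 20 for 3 against 3, whose smallest possible p is 0.1. Because both siRNAs were set against the same NTC libraries, 100 simulations of unchanged groups with shared controls gave the values that the design yields with no effect.

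Genes named in the text followed a rule. SBNO1, SBNO2 and 10 further genes taken from the study's text, which names others as well, were always included. The 5 genes with the largest rise and the 5 with the largest fall in the averaged comparison were taken among genes with a symbol, an average of at least 1 log2 CPM, an adjusted p below 0.05 in the averaged and both single comparisons with 1 sign, and all 6 siRNA libraries on 1 side of all 3 NTC libraries. For siSBNO1#2 against siSBNO1#1, the 3 largest differences in each direction were taken among genes with an adjusted p below 0.05, an average of at least 1 log2 CPM and no overlap between the groups. From each gene list past the threshold, the 3 members with the smallest adjusted p in the averaged comparison were named. Some genes that met this rule are not reported here. Any other gene is named because of its value and is introduced as such. For each named gene, the share of its 31-base words that also occur in transcripts of other genes was counted.

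The 11 gene lists covered the genes named by the study, cytokines, mitochondrial translation, cytosolic ribosomal proteins, pre-NOTCH factors without histones, replication-dependent histones, NOTCH targets, cholesterol biosynthesis, interferon-stimulated genes, cell cycle genes and TFIID subunits. They were written by hand from gene symbols, and share members: NOTCH3 was in the pre-NOTCH and NOTCH target lists, MCM2 in the study and cell cycle lists, LIF in the study and cytokine lists, TAF3 and TAF4 in the study and TFIID lists, and E2F1 in the pre-NOTCH and cell cycle lists. Lists were tested with camera from limma at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the lists within each comparison. The study chose several of these pathways on data that include these libraries, so the list tests are not independent evidence.

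The siRNA target sequences were located in the transcripts and genome of GRCh38. An siRNA can also lower transcripts that pair only with positions 2 to 8 of its guide, the seed. The guide was taken as the reverse complement of the target sequence. For each seed, genes with a 7-base match in the 3' untranslated region (or, where none was annotated, in the transcript) were compared with genes without it by their median log2 fold changes, against 10000 random lists matched on mean expression. This used the 15128 tested genes with a sequence.

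The groups, tests, naming rule, gene lists and most alternatives were chosen before the data were examined. The alternatives were edgeR's quasi-likelihood test, DESeq2, limma-trend, sample quality weights, RLE factors, library size alone, other count filters, a replicate block, fits of the compared groups alone, leaving out libraries, the deposited TPM with other pseudocounts and filters, other fold change minimums, a 2-group fit, fry or an estimated correlation for gene lists, and a 6-base seed. Upper quartile factors, removal of the genes of the mitochondrial genome, and removal of each library's trend with GC content and gene length were chosen after seeing the data. Computations used R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and Matplotlib 3.10.9.

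The fits were tested on simulated data with 200 of the 15171 genes changed by a log2 fold change of 1. They recovered 81.5% of these genes for siSBNO1#1 against NTC, 84.5% for siSBNO1#2 against NTC, 86% for the average and 79.5% for siSBNO1#2 against siSBNO1#1, and between 1.71% and 3.55% of the voom calls were false. Gene lists shifted by 0.3 in simulated data were recovered with 0 other lists past the threshold. Genes were drawn independently there, so this does not test the lists under correlation between genes. A seed shift of -0.05 added to shuffled fold changes was returned as -0.051 on average. That value follows from the construction and checks the computation only.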

Results

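The study asked how SBNO1 (Strawberry Notch homolog 1), a protein that the study links to liver cancer, affects gene expression in liver cancer cells. Here mRNA was measured in SNU1079 cells 3 times with NTC, 3 times with siSBNO1#1 and 3 times with siSBNO1#2. The libraries held between 21135781 and 21640248 estimated counts, with NTC libraries from 21444275, siSBNO1#1 libraries up to 21301053 and siSBNO1#2 libraries from 21262590 to 21418731. Between 22145 and 22928 genes had at least 1 count in 8 of the libraries, and 24102 genes did in replicate 1 of siSBNO1#2. Of these, 1326 genes had counts in that library only, with 1675 counts in total. Correlations of log2 CPM across genes, which are not independent replicates, ranged from 0.980 to 0.984 between libraries of 1 group and from 0.963 to 0.977 between groups. The first principal component (34.5% of the variance) separated siSBNO1#1 from NTC with siSBNO1#2 between them, and the second (16.9%) separated siSBNO1#2 from the others.

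The targeted gene was examined first. SBNO1 (ENSG00000139697.14) lies on the minus strand of chromosome 12 from 123289109 to 123364847 (GRCh38). Its level was 36.5 ± 1.55 CPM with NTC, 10.5 ± 0.747 CPM with siSBNO1#1 and 11.3 ± 1.32 CPM with siSBNO1#2 (each SD, n = 3), and every siRNA library was below every NTC library. The log2 fold change in the limma-voom fit was -1.80 (SE 0.092, adjusted p 2.735e-09) with siSBNO1#1 and -1.70 (SE 0.089, adjusted p 1.868e-08) with siSBNO1#2. SBNO1 stood at 28.7% and 30.9% of its NTC level, and the siRNAs did not differ in this (log2 fold change 0.10, adjusted p 0.507). The alternative that moved these values most was the deposited TPM with a pseudocount of 1, which gave -1.23 and -1.15, since the TPM of SBNO1 were small (3.25 ± 0.169 with NTC, SD, n = 3).

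The target sequence of siSBNO1#1, TCGGACGTACTCATAGATCAA, matched the coding sequence of SBNO1 across the junction of exons 21 and 22 of 32 in ENST00000602398.3. Its bases lie on the minus strand of chromosome 12 from 123317221 to 123317223 and from 123315643 to 123315660 (GRCh38), which are bases 2933 to 2953 of the coding sequence. The target sequence of siSBNO1#2, GACGATAGCAGGAATCATCTA, lies in exon 8 from 123331278 to 123331298, bases 987 to 1007 of the coding sequence. Both sites were present in 3 of 3 SBNO1 transcripts examined. The closest other transcripts were those of MTHFD1 and SRCIN1 with 4 mismatches for siSBNO1#1 and MED13L with 3 mismatches for siSBNO1#2. These 3 genes were looked at because of their sequence.

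The paralog SBNO2 (ENSG00000064932.16; chromosome 19, 1107637 to 1174268, minus strand) was lower as well. It was at 61.5 ± 3.95 CPM with NTC, 36.7 ± 4.70 CPM with siSBNO1#1 and 50.7 ± 3.15 CPM with siSBNO1#2 (each SD, n = 3). The log2 fold changes were -0.75 (adjusted p 9.397e-06) and -0.28 (adjusted p 0.0264), and they differed between the siRNAs (0.47, adjusted p 0.0011, limma-voom). With siSBNO1#2 the fold change was under the minimum for a call, and its adjusted p rose above 0.05 in 4 of 9 fits that each left out 1 library, with values between 0.0718 and 0.122: those without replicate 1 or 2 of NTC or without replicate 1 or 3 of siSBNO1#2. At most 0.240% of the 31-base words of SBNO2 occurred in SBNO1 transcripts.

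**Figure D1:**
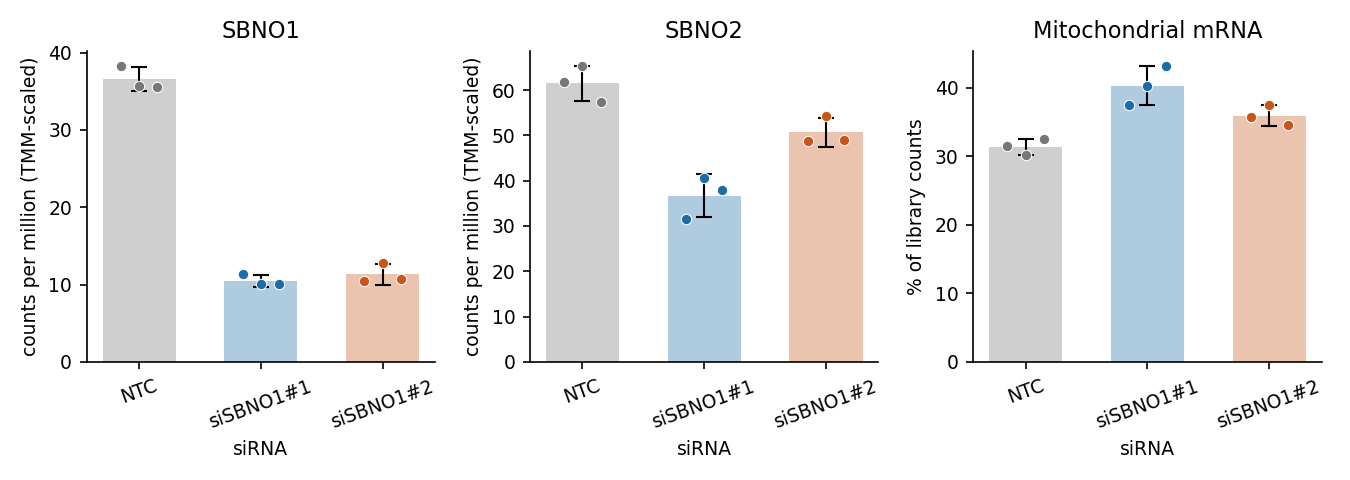
SBNO1 and SBNO2 in TMM-scaled CPM and mitochondrial mRNA as a percentage of library counts (y axes, from 0), by siRNA; points are libraries, bars the mean and error bars the SD (n = 3). SBNO1 lay between 10.0 and 12.8 CPM in the 6 siRNA libraries and between 35.5 and 38.3 CPM in the 3 NTC libraries.

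To ask which genes respond to each siRNA, each group was compared with NTC over 15171 genes. With siSBNO1#1, 2673 genes changed, 1368 higher and 1305 lower, and with siSBNO1#2, 1345 genes changed, 630 higher and 715 lower (limma-voom). Without a minimum fold change 5694 and 3479 genes had an adjusted p below 0.05, the largest counts among the alternatives. The balance of higher and lower genes depended on the scaling. By library size alone, siSBNO1#1 gave 894 higher and 2126 lower genes and siSBNO1#2 gave 397 higher and 1057 lower genes. The deposited TPM gave 120 higher and 655 lower genes with siSBNO1#2 and 256 higher and 1973 lower genes with siSBNO1#1. With upper quartile factors, siSBNO1#1 gave 1799 higher and 981 lower genes. The median log2 fold change of all genes was 0.01 with siSBNO1#1 under TMM and -0.12 by library size alone. Directions below are relative to the TMM scaling.

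The mean of both siRNAs was also compared with NTC. A large change with a single siRNA can pass this comparison, so it does not test for changes common to both. The averaged comparison gave 1696 changed genes, 842 higher and 854 lower, and by library size alone 552 higher and 1423 lower. The 5 largest falls among the 1751 genes that met the naming rule were those of CD79A (ENSG00000105369.10; chromosome 19, 41877279 to 41881372), LINC00313 (ENSG00000185186.10; chromosome 21, 43461960 to 43479534), EVI2B (ENSG00000185862.7; chromosome 17, 31303770 to 31314105), AOX1 (ENSG00000138356.14; chromosome 2, 200586014 to 200677064) and GLYCTK (ENSG00000168237.18; chromosome 3, 52287089 to 52295257). CD79A fell by 2.88 on the log2 scale (SE 0.15, adjusted p 2.900e-09), from 21.5 ± 1.39 CPM with NTC to 2.96 ± 0.909 CPM with siSBNO1#1 and 3.02 ± 0.837 CPM with siSBNO1#2 (SD, n = 3). The averaged log2 fold changes of the other 4 genes were -2.54 for LINC00313, -1.87 for EVI2B, -1.84 for AOX1 and -1.84 for GLYCTK, with adjusted p between 9.298e-09 and 5.154e-07.

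Among the 5 largest rises were those of C4BPA (ENSG00000123838.11; chromosome 1, 207104233 to 207144972), ADAP2 (ENSG00000184060.11; chromosome 17, 30906344 to 30959322), CEACAM19 (ENSG00000186567.13; chromosome 19, 44662278 to 44684359) and AKR1C2 (ENSG00000151632.17; chromosome 10, 4987775 to 5018031). AKR1C2 rose from 8.94 ± 0.798 CPM with NTC to 21.4 ± 0.551 CPM with siSBNO1#1 and 26.0 ± 2.49 CPM with siSBNO1#2 (SD, n = 3), a log2 fold change of 1.40 (SE 0.089, adjusted p 2.574e-08). C4BPA rose by 1.63, ADAP2 by 1.44 and CEACAM19 by 1.44 on the log2 scale, with adjusted p of 3.166e-05, 5.241e-05 and 2.541e-06. The 5 falls and these 4 rises kept their calls in every fit that left out 1 library. With the deposited TPM over all genes with a value above 0, the rise of ADAP2 and the fall of AOX1 were not past the threshold. The values of AKR1C2, EVI2B and LINC00313 are uncertain, since 45.6%, 29.9% and 26.0% of their 31-base words occur in other genes.

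How alike the siRNAs act was asked next. 731 genes were called with both siRNAs, 718 of them in the same direction (321 higher and 397 lower) and 13 in opposite directions. In 100 simulations of unchanged groups set against shared controls, at most 2 genes were called the same way. Across genes, the log2 fold changes of the siRNAs had a Pearson correlation of 0.61, against a median of 0.49 (0.45 to 0.53) in the simulations, where shared NTC libraries alone give such a value. How much of the 0.61 they supply was not measured. Of the genes called with either siRNA 86.4% had the same sign in both. The 66.3% in the simulations is not a reference for this, since unchanged groups offer no comparable set of called genes. Shared NTC libraries alone raise the agreement in sign of genes selected for large changes. The alternative that moved the correlation most was no filter on low counts, with 0.54. Of the 718 genes, the median absolute log2 fold change was 0.97 with siSBNO1#1 and 0.78 with siSBNO1#2. Called only with siSBNO1#1 were 1942 genes, 84.6% of them with the same sign in siSBNO1#2. Called only with siSBNO1#2 were 614 genes, 78.0% of them with the same sign in siSBNO1#1. These shares have no such reference either, so they do not show a shared response. The difference between the siRNAs was itself past the threshold for 795 of the 1942 genes and 232 of the 614 genes.

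**Figure D2:**
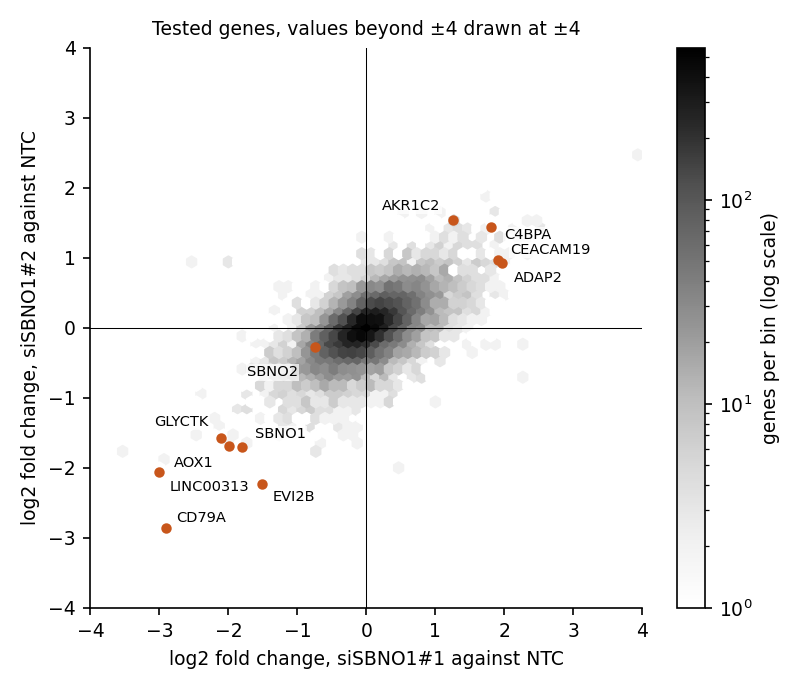
Log2 fold change with siSBNO1#1 (x axis) and with siSBNO1#2 (y axis) against NTC for the tested genes; shading gives genes per bin on a log scale, and named genes are marked. The correlation across genes was 0.61, and 718 genes were called in the same direction with both siRNAs.

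siSBNO1#2 was then compared with siSBNO1#1 to test the difference between the siRNAs. 1634 genes differed, 768 higher and 866 lower with siSBNO1#2, and these numbers became 464 and 1383 when genes of the mitochondrial genome were removed and libraries scaled by size, and 723 and 206 with the deposited TPM. Under the naming rule, with its limit on average expression, the largest differences were in MIR3648-2 (ENSG00000264462.1; chromosome 21, 8986999 to 8987178) and MIR3648-1 (ENSG00000275708.1; chromosome 21, 8208473 to 8208652), which have identical sequences and values, with a log2 difference of 3.42 (adjusted p 1.276e-04, limma-voom), and in MIR663A (ENSG00000284419.1; chromosome 20, 26208186 to 26208278), with 2.91 (adjusted p 1.002e-04). MIR3648-1 was at 6.96 ± 0.445 CPM with NTC, 1.94 ± 1.56 CPM with siSBNO1#1 and 12.99 ± 1.74 CPM with siSBNO1#2 (SD, n = 3). Lower with siSBNO1#2 were RGPD6 (ENSG00000183054.11; chromosome 2, 110513802 to 110610840) with -3.15 (adjusted p 0.0014), UTP14C (ENSG00000253797.2; chromosome 13, 52024691 to 52033600) with -2.49 (adjusted p 1.624e-05) and FAM187A (ENSG00000214447.4; chromosome 17, 44903433 to 44905390) with -2.05 (adjusted p 0.0030). The values of all 6 genes are uncertain, since between 90.5% and 100% of their 31-base words occur in other genes.

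Of 12 genes taken from the study's text, 10 were tested. TCF21 and KIT, with 1 and 4 counts over all libraries, were below the count filter. In the averaged comparison 4 of the 10 had an adjusted p below 0.05 over all genes, and 4 adjusted over the list alone. With siSBNO1#1 the numbers were 4 and 4, and with siSBNO1#2 they were 3 and 3. The study measured expression in these libraries too, so where it picked a gene by its expression the list is not independent evidence. Besides SBNO1 and SBNO2, MCM2 was lower in the averaged comparison (-0.40, adjusted p 1.858e-04) and TAF3 higher (0.24, adjusted p 0.0282). TAF3 was past an adjusted p of 0.05 with siSBNO1#2 (0.37, adjusted p 0.0074) and not with siSBNO1#1 (0.11, adjusted p 0.353), and the siRNAs differed (0.25, adjusted p 0.0450). MCM2 fell with siSBNO1#1 (-0.67, adjusted p 5.811e-06), from 58.7 ± 2.14 to 37.1 ± 3.71 CPM (SD, n = 3), and not past the threshold with siSBNO1#2 (-0.12, adjusted p 0.235), and the siRNAs differed (0.54, adjusted p 8.538e-05). The averaged changes of MCM2 and TAF3 were under the fold change minimum for a call. The adjusted p of TAF3 rose above 0.05 in 4 of 9 fits that each left out 1 library, with values from 0.0514 to 0.106. LIF was at 73.4 ± 2.98 CPM with NTC, 64.1 ± 2.66 CPM with siSBNO1#1 and 73.3 ± 2.66 CPM with siSBNO1#2 (SD, n = 3). Its log2 fold change of -0.20 with siSBNO1#1 (adjusted p 0.0202), under that minimum as well, was not past 0.05 without replicate 3 of NTC (adjusted p 0.0844) or without replicate 1 of siSBNO1#1 (adjusted p 0.0534), and its change with siSBNO1#2 was -5.839e-04 (adjusted p 0.996). RELN, at 0.690 ± 0.129 CPM with NTC (SD, n = 3), rose by 0.67 with an adjusted p of 0.1001. PNN, TAF4, TRIM28 and PSME3 were not past the threshold in any of the 4 comparisons. The study names these and TAF3 as potential protein partners of SBNO1, which predicts no change of their mRNA. In other liver cancer lines it reports a rise of RELN, TCF21 and KIT (HLF cells alone) and a fall of LIF and MCM2 (HuCCT1 cells). It describes LIF as unaltered in SNU1079. For the partners and the genes raised in HLF, no change here is therefore not a conflict with the study.

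To ask whether related genes, in pathways the study names and in others, moved together, 11 gene lists were tested with camera. In the averaged comparison 8 lists had an adjusted p below 0.05. Replication-dependent histone genes were higher (24 genes tested, median log2 fold change 0.70, adjusted p 7.944e-06). Cholesterol biosynthesis genes were lower (22 genes, -0.25, adjusted p 1.210e-04), as were mitochondrial translation genes (95 genes, -0.12, adjusted p 6.908e-04), cell cycle genes (40 genes, -0.20, adjusted p 0.0045) and cytokines (28 genes, -0.27, adjusted p 0.0248). Pre-NOTCH factors (33 genes, 0.084), NOTCH targets (9 genes, 0.24) and interferon-stimulated genes (28 genes, 0.17) were higher, each with an adjusted p of 0.0293. The median of the pre-NOTCH list became -0.024 by library size alone, while the other 7 medians kept their sign under each scaling tried. The genes named by the study (adjusted p 0.178), cytosolic ribosomal proteins (0.758) and TFIID subunits (0.636) were not past the threshold. Under fry 7 of the 8 calls held, all but that of cell cycle genes (adjusted p 0.0699). The list of genes named by the study also passed (1.117e-04), but it holds SBNO1, the siRNA target, so this is partly fixed in advance. With a correlation between genes estimated from the data, none of the 8 calls held (adjusted p from 0.0689 to 0.513), and 1 of the 11 lists had an unadjusted p below 0.05.

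The lists called were not the same for the siRNAs, which does not test whether the siRNAs differ. With siSBNO1#1 the histone (median log2 fold change 1.16, adjusted p 9.343e-09), cholesterol (-0.54, 8.485e-07), cell cycle (-0.32, 5.573e-06), mitochondrial translation (-0.18, 7.516e-05), interferon (0.37, 7.314e-04) and cytokine (-0.41, 0.0322) lists were past the threshold in camera. With siSBNO1#2 only the NOTCH target (0.28, 0.0024) and pre-NOTCH (0.079, 0.0188) lists were, both of which also passed under fry. Cytokines (-0.16, 0.0137), histones (0.35, 0.0178) and the genes named by the study (0.042, 0.0037), which include the target SBNO1, passed under fry as well. By library size alone 5 lists passed with siSBNO1#2, and with the trends with GC content and length removed only the NOTCH target list did. Over 12 alternatives the adjusted p with siSBNO1#2 ranged from 2.523e-04 to 0.201 for NOTCH targets and from 0.0025 to 0.427 for pre-NOTCH factors. Of the 6 lists called with siSBNO1#1 all passed under fry. With the estimated correlation only the histone list with siSBNO1#1 passed (0.0249). The test of the difference between the siRNAs is given in the closing section. In camera it was not past the threshold for NOTCH targets (adjusted p 0.0972), pre-NOTCH factors (0.180) or cytokines (0.2925).

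The named members of these lists changed as follows in the averaged comparison (limma-voom). H1-2, H2AC6 and H2BC21 rose by 1.18, 0.73 and 1.24 on the log2 scale. FDFT1, FDPS and LSS had log2 fold changes of -0.72, -0.56 and -0.39, and LSS was unchanged with siSBNO1#2 (0.0083, adjusted p 0.940). MRPL23, MRPL27 and MRPS18B had -0.82, -0.71 and -0.58. BUB1 and PLK1 had -0.54 and -0.49, whereas CDC6, of the same list, rose by 0.63. Among cytokines CSF1 (-0.83) and EBI3 (-1.36) fell and TGFB3 rose by 1.24. TNRC6B and CREBBP rose by 0.65 and 0.41, and NOTCH2 fell (-0.46). HES1, NOTCH3 and SOX9 rose by 0.67, 1.06 and 0.57. The level of NOTCH3 was low, at 0.666 ± 0.294 CPM with NTC, against 596 ± 7.63 CPM for NOTCH2 (SD, n = 3). The calls of NOTCH3 and SOX9 depended on single libraries. NOTCH3 was lost without replicate 1 of NTC (adjusted p 0.0662) and SOX9 without replicate 1 or 2 of NTC (adjusted p up to 0.102). IFI35 and IFI44L rose by 0.53 and 0.95. Of these genes, SOX9 was not past an adjusted p of 0.05 with siSBNO1#1 (0.29, adjusted p 0.278), and besides LSS, H2BC21 (0.52, adjusted p 0.0602), NOTCH3 (0.89, adjusted p 0.0540) and IFI44L (0.32, adjusted p 0.338) were not with siSBNO1#2. The difference between the siRNAs was past it for LSS (adjusted p 3.689e-07), SOX9 (0.0298), H2BC21 (6.011e-06) and IFI44L (1.407e-04) and not for NOTCH3 (0.343). The adjusted p of these genes in the averaged comparison ranged from 1.600e-08 for CSF1 to 0.0181 for SOX9.

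**Figure D3:**
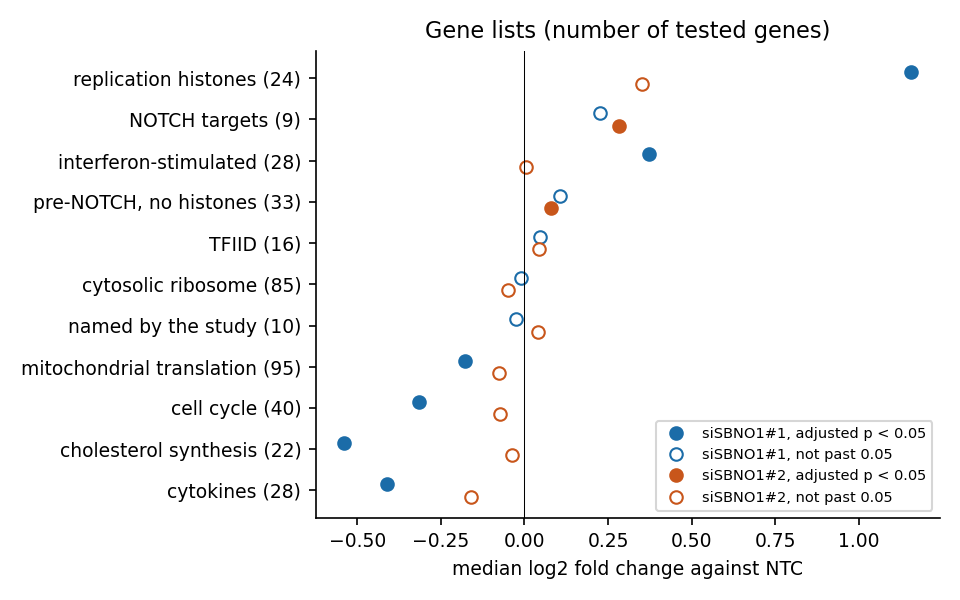
Median log2 fold change against NTC (x axis) of the tested genes of each list, with siSBNO1#1 and with siSBNO1#2; filled points had an adjusted p below 0.05 in camera and open points did not. The median of histone genes was 1.16 with siSBNO1#1 and 0.35 with siSBNO1#2.

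Transcripts of the mitochondrial genome took a large share of the counts. It was 41.0 ± 1.24% with NTC, 49.98 ± 2.53% with siSBNO1#1 and 44.9 ± 1.95% with siSBNO1#2 (SD, n = 3), and the 6 siRNA libraries differed from the 3 NTC libraries (exact permutation test, two-sided, p 0.0357). Most of the difference lay in mitochondrial mRNA, at 31.4 ± 1.20%, 40.3 ± 2.88% and 35.9 ± 1.51% (SD, n = 3; exact permutation p 0.0119, the smallest that 84 splits can give). Each siRNA alone against NTC gave an exact permutation p of 0.1, the smallest possible with 3 against 3. Mitochondrial ribosomal RNA, at 9.65 ± 0.321%, 9.71 ± 0.418% and 9.01 ± 0.572% (SD, n = 3), did not differ (exact permutation p 0.476). These 3 measures and the number of detected genes (exact permutation p 0.440) were not adjusted for one another. Of 13 mitochondrial mRNA genes, 10 were higher with siSBNO1#1 and 6 with siSBNO1#2 at an adjusted p below 0.05 (limma-voom). By library size alone 9 were higher and 1 lower with siSBNO1#1, and 4 were higher with siSBNO1#2. Of the ribosomal RNA genes, MT-RNR1 was higher with siSBNO1#1 (0.24, adjusted p 0.0056) and MT-RNR2 was not past the threshold (0.14, adjusted p 0.115), and the transfer RNA genes MT-TL1 (1.27, adjusted p 2.567e-05) and MT-TT (0.90, adjusted p 0.0035), at 8.28 and 3.46 CPM there, were higher with siSBNO1#1 (limma-voom).

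To ask whether genes with a match to an siRNA seed were lower, 1385 genes with the siSBNO1#1 seed site (TAGATCA) and 2512 genes with the siSBNO1#2 seed site (ATCATCT) were compared with the others. With siSBNO1#1 the medians of log2 fold change differed by -0.0049 (p 0.487 from 10000 random lists), which is within the range of expression-matched lists. With siSBNO1#2 they differed by -0.040 (p 2e-04, the smallest the 10000 lists can give). The genes with the siSBNO1#2 site were not lower in the siSBNO1#1 comparison, where they were higher (0.051, p 2e-04). With the 6-base match, the difference was 0.023 (p 0.0092) with siSBNO1#1, a change of direction, and -0.0054 (p 0.316) with siSBNO1#2.

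**Figure D4:**
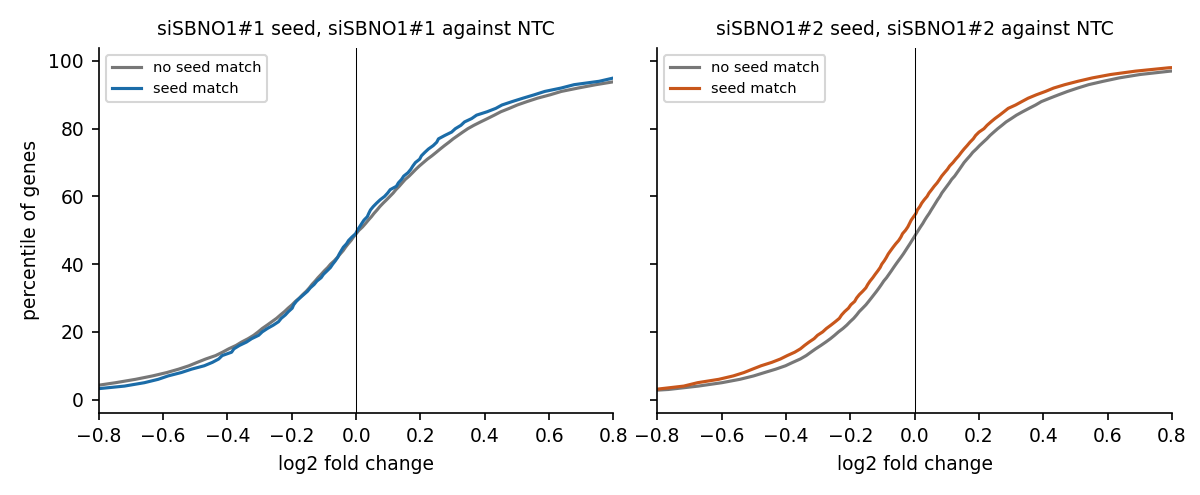
Percentile of genes (y axis) against log2 fold change from NTC (x axis, drawn from -0.8 to 0.8) for genes with and without the 7-base seed site of each siRNA, in that siRNA's own comparison. The curve of genes with the siSBNO1#2 site lies to the left (median -0.028 against 0.012), while for siSBNO1#1 the medians differ by -0.0049.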

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

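The comparison of the siRNAs, the gene list tests, the fits that left out libraries and the tests of splits, seed matches in all genes and the innate response were planned, and the tests of GC content and length, library size, mitochondrial share, seed base composition, the GC offset, the siSBNO1#2-only genes, S phase, ribosomal precursor RNA and summed gene pairs were chosen only after the result was seen.

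The siRNAs differed from each other: 1634 genes were past the threshold in the direct comparison of siSBNO1#2 with siSBNO1#1, although SBNO1 itself stood at 30.9% and 28.7% of its NTC level and did not differ between them (adjusted p 0.507). Of the 10 splits of these 6 libraries into 3 and 3, only the real one gave as many genes, 1 of 10. It gave 1567 genes, and each of the others gave 0 (115 to 173 at an unadjusted p below 0.05 with the same fold change minimum, against 2008 in the real one). No other split came near, but grouping by chance cannot be told apart from this result by the share of splits, since 10 splits cannot give a share under 0.05. Several technical explanations are argued against. With each library's trend with GC content and gene length removed, 1518 genes were called, 1334 of them among the 1634. The mean library totals differed by a ratio of 1.01. With genes of the mitochondrial genome removed, 1847 genes were called, with 464 higher and 1383 lower. A difference in the degree of knockdown has little to rest on, given the like SBNO1 levels, but protein was not measured here. Off-target effects of either siRNA stay open, and the design holds no further siRNA or rescue that would separate them from effects of SBNO1.

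A planned test looked for such effects through the seed. In the siSBNO1#2 comparison, genes with the siSBNO1#2 seed site had a median log2 fold change lower by a difference of -0.040 than genes without it, below all 10000 expression-matched lists, and with siSBNO1#1 they were higher (0.051, p 2e-04). With the trends with GC content and length removed these values were -0.051 (p 2e-04) and 0.015 (p 0.129), so the shift with siSBNO1#1 depended on the trends. Among 15926 7-base words, this was the lowest difference. Of 210 words made of the same bases, 1 was as low, the seed itself (0.476%), which argues against base composition as the cause. Of 314 genes with a sequence that were lower with siSBNO1#2 and not called with siSBNO1#1, 99 held the site (31.5%), compared with 39 of 299 genes that were higher with siSBNO1#2 only (13.04%; Fisher's exact test, two-sided, p 4.347e-08) and with 16.6% of all tested genes. This is consistent with seed-based lowering by siSBNO1#2 in part of these genes. The 6-base site gave -0.0054 (p 0.316), and -0.021 (p 4e-04) with the trends removed. How many of the differences between the siRNAs come from seeds was not measured.

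For siSBNO1#1 the same test gave -0.0049 (p 0.487). It leaves a seed effect open, because trends with GC content and length may have moved genes with this site in the other direction. Log2 fold changes had a Spearman correlation across genes with GC content of -0.17 with siSBNO1#1 and 0.022 with siSBNO1#2. With the trends with GC content and length removed together, the difference became -0.058 (p 2e-04, the smallest the 10000 lists can give). Then 6 of 15926 words were as low. Of 420 words made of the same bases, none but the seed itself was as low (1 of 420, 0.238%), both as tested and with the trends removed. A candidate explanation is a seed effect of siSBNO1#1 that the trends offset. The 6-base site likewise went from 0.023 (p 0.0092) to -0.024 (p 6e-04) with the trends removed. Among genes called with siSBNO1#1 only, the site was held by 83 of 894 lower genes (9.28%), 8.12% of higher genes and 9.16% of all tested genes, which shows no excess. These calls were made with the trends in place, so they do not decide on an effect that the trends offset.

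Of the gene lists, 7 differed between the siRNAs in camera at an adjusted p below 0.05. NOTCH targets (0.0972), pre-NOTCH factors (0.180), cytokines (0.2925) and TFIID subunits (0.574) did not. With siSBNO1#2 relative to siSBNO1#1, cell cycle genes were higher (median log2 difference 0.28, adjusted p 9.218e-09, 39 of 40 genes), as were cholesterol biosynthesis genes (0.44, adjusted p 1.729e-06, 19 of 22 genes), mitochondrial translation genes (0.11, adjusted p 0.0029, 67 of 95 genes) and the genes named by the study (0.15, adjusted p 0.0350, 9 of 10 genes). Replication-dependent histone genes were lower (-1.01, adjusted p 1.035e-08, 21 of 24 genes), as were interferon-stimulated genes (-0.38, adjusted p 5.333e-05, 23 of 28 genes) and cytosolic ribosomal proteins (-0.091, adjusted p 0.0350, 56 of 85 genes). Over the 12 alternatives of each list, the adjusted p ranged from 3.738e-10 to 0.0280 for histones, from 3.206e-05 to 0.0280 for interferon-stimulated genes, from 1.067e-07 to 0.104 for cholesterol biosynthesis, from 2.523e-11 to 0.308 for the cell cycle, from 8.213e-05 to 0.498 for mitochondrial translation, from 2.529e-04 to 0.146 for the genes named by the study and from 5.659e-06 to 0.662 for ribosomal proteins. The highest value of each came with the correlation between genes estimated from the data, under which only the histone and interferon lists passed. With the trends with GC content and length removed, the genes named by the study (0.120) and the ribosomal proteins (0.240) were not past the threshold, so such a trend may contribute to these differences.

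The rise of histone genes with siSBNO1#1 could reflect more cells in S phase, when these genes are transcribed. Cell cycle genes, which include S-phase genes, argue against this in part. Their median log2 fold change with siSBNO1#1 was -0.32, and 33 of 40 were negative. The list also holds genes of mitosis such as BUB1 and PLK1, so its median does not measure S phase alone. Of its S-phase genes, MCM2 fell with siSBNO1#1 (-0.67, adjusted p 5.811e-06) and CDC6 rose (0.31, adjusted p 0.0098, limma-voom). With no fold change minimum, CDC6 was the only member of the list past the threshold as higher with siSBNO1#1, against 23 as lower. The rise of CDC6 was under the minimum for a call. Without replicate 2 of NTC it was not past the threshold (adjusted p 0.0553). These counts were not split into S-phase and mitosis genes. A trend with GC content or length is argued against as well, since with the trends removed the histone list kept an adjusted p of 1.247e-08 with siSBNO1#1 in camera (1.796e-12 to 0.0249 over its 12 alternatives). Most replication-dependent histone mRNA has no poly(A) tail and libraries were made from oligo dT-enriched mRNA, so a change in the share of polyadenylated histone transcripts stays open, was not tested, and is a hypothesis like any effect of SBNO1 on these genes. For interferon-stimulated genes, a response to transfected siRNA as such would be alike in all 3 groups, since NTC was an siRNA too. The list rose against NTC with siSBNO1#1 (adjusted p 7.314e-04) and differed between the siRNAs (adjusted p 5.333e-05, both camera). This argues against such a response as the whole cause. A response to the sequence of siSBNO1#1 stays open.

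13 genes were called in opposite directions with the siRNAs, 10 lower with siSBNO1#1 and higher with siSBNO1#2 and 3 the other way. 7 of them were MIR663A, MIR663B, the host gene MIR663AHG, both copies of MIR3648 and a pair of unnamed miRNA genes beside MIR3648. MIR3648-1 lies 3920 bases from a 5.8S ribosomal RNA gene on chromosome 21, and MIR3648-2, of identical sequence, lies 547355 bases from one. RNA5-8SN1, RNA5-8SN2 and RNA5-8SN3 had a log2 fold change of -0.97 with siSBNO1#1 and 0.38 with siSBNO1#2 (adjusted p 0.0698). Their difference between the siRNAs was 1.35 (adjusted p 5.765e-05). Counts in the MIR3648 genes and the unnamed pair may therefore stem from ribosomal precursor RNA left after enrichment, in amounts that differed between groups. Position gives no such link for the MIR663 genes, which lie on chromosomes 20 and 2. Whether transcription of ribosomal genes or the enrichment differed was not tested. Calls of MIR3648 and MIR663A against NTC depended on single libraries: with siSBNO1#2 they were lost in 4 of 9 fits each (adjusted p from 0.0512 to 0.0842), without replicate 1 or 2 of NTC or replicate 1 of siSBNO1#2 for both, without replicate 3 of NTC for MIR3648 and without replicate 3 of siSBNO1#2 for MIR663A. UTP14C lost its call with siSBNO1#1 in 3 of 9 fits, without replicate 2 (adjusted p 0.0668) or 3 (0.116) of NTC or replicate 3 of siSBNO1#1 (0.105). The remaining opposite genes were RASL11A, CNN1, ADAM12, ACTBL2, UTP14C and 1 unnamed long noncoding RNA, named after their values were seen. No explanation was tested for these apart from UTP14C.

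RGPD6, UTP14C and FAM187A, which were lower with siSBNO1#2 than with siSBNO1#1, share between 98.8% and 100% of their 31-base words with other genes. Reads that only move between a gene and a partner leave their sum as it was. The sums with RGPD5, ALG11 and CCDC103 were lower with siSBNO1#2 as well, with log2 differences of -0.49 (adjusted p 0.0046), -0.66 (adjusted p 8.845e-05) and -0.59 (adjusted p 0.0014), which argues against reads shared with these partners as the whole cause. The partners alone had log2 differences of 3.12 (adjusted p 0.0531), 0.14 (adjusted p 0.546) and 0.35 (adjusted p 0.507). A sum differs less than the gene alone by its construction where the partner has counts, so the size of the sums does not tell how much sharing contributes. A part played by these partners, or by further genes such as GFAP, which holds 100% of the words of FAM187A, stays open.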

How the results depend on the processing

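The lower SBNO1 level kept its direction and its side of the threshold under all 29 alternatives that gave it a value, with log2 fold changes from -1.93 to -1.23 for siSBNO1#1 and from -1.81 to -1.15 for siSBNO1#2. In the fits that each left out 1 library, SBNO1 ranged from -1.86 to -1.77 and from -1.79 to -1.64. Fits of the compared groups alone give no averaged value. Upper quartile factors, removal of the genes of the mitochondrial genome and removal of the trends with GC content and gene length were chosen after seeing the data.

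The numbers of changed genes moved most with the fold change minimum, by its construction. With none, 5694 genes changed with siSBNO1#1, 3479 with siSBNO1#2, 4874 in the average and 4233 between the siRNAs, and 2027 the same way with both. Above 1 on the log2 scale these were 833, 347, 459, 375 and 191. With log2 of the deposited TPM plus 1 and a mean TPM of at least 1, 775 genes changed with siSBNO1#2 and 929 between the siRNAs. With any TPM above 0, the numbers were 415 and 584, with 1039 in the average (99 higher, 940 lower) and 280 the same way with both. A pseudocount of 1 shrinks changes of genes with small TPM. A mean count of at least 50 left 1092 genes in the average, since fewer genes were tested.

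Over the 9 fits without 1 library, the counts ranged from 2402 to 2682 with siSBNO1#1, from 1134 to 1442 with siSBNO1#2, from 1467 to 1789 in the average and from 1346 to 1663 between the siRNAs, with 612 to 724 genes changed the same way. Over the 3 fits without a replicate number in any group they ranged from 2228 to 2517, 964 to 1203, 1332 to 1637, 1316 to 1365 and 483 to 630, with fewer libraries in each. The tests of edgeR, DESeq2 and limma-trend called 2614, 2325 and 2604 genes with siSBNO1#1. With the trends with GC content and length removed, 2592, 1375 and 1689 genes changed with siSBNO1#1, with siSBNO1#2 and in the average, of which 2313, 1271 and 1555 were among the reported ones.

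Scaling moved the balance of directions more than the counts. By library size alone the median log2 fold change of all genes was -0.12 with siSBNO1#1 and -0.11 in the average, and it was 0.11 with siSBNO1#1 and -0.11 between the siRNAs with genes of the mitochondrial genome removed. In that setting 1045 genes were higher and 682 lower in the average. With upper quartile factors these were 1001 and 723.

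The correlation between the siRNAs' log2 fold changes, 0.61, was 0.54 with no filter, 0.58 with log2 of TPM plus 1 or plus 0.1 at a mean TPM of at least 1 (0.582 and 0.576), from 0.57 to 0.64 in the fits without 1 library and from 0.556 to 0.615 without a replicate number. The cause was not tested. Of the genes named by the study, 2 in place of 4 passed in the fit with 2 groups, where MCM2 and TAF3 were lost. This fit counts the difference between the siRNAs as spread. Without 1 library the number was 3 or 4, and without a replicate number it was 3. Over all 29 alternatives it ranged from 2 to 5.

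Gene lists depended on the test. With the correlation between genes estimated from the data, the averaged comparison had 0 lists past the threshold and 1 at an unadjusted p below 0.05, with adjusted p of 0.0689 for histones, 0.203 for cytokines, NOTCH targets, cholesterol biosynthesis and interferon-stimulated genes, 0.319 for pre-NOTCH factors, 0.384 for mitochondrial translation and 0.513 for cell cycle genes. Under fry the cell cycle list had 0.0699 and the genes named by the study, which include the target SBNO1, passed (1.117e-04). By library size alone cytokines had 0.0547 and pre-NOTCH factors 0.138. With a mean count of at least 50, 5 lists passed, and cytokines (0.0779), NOTCH targets (0.0632) and interferon-stimulated genes (0.0558) did not, with fewer genes tested. With the trends with GC content and length removed, pre-NOTCH factors had 0.0786. Without a replicate number, the adjusted p ranged from 0.0249 to 0.0866 for pre-NOTCH factors, from 0.0299 to 0.0842 for interferon-stimulated genes and from 3.192e-04 to 0.0791 for cell cycle genes. The cause was not tested. Over all alternatives the adjusted p ranged from 0.0011 to 0.203 for cytokines and for interferon-stimulated genes, from 0.0122 to 0.319 for pre-NOTCH factors, from 0.0020 to 0.203 for NOTCH targets, from 1.227e-08 to 0.0689 for histones, from 7.407e-05 to 0.203 for cholesterol biosynthesis, from 1.496e-04 to 0.384 for mitochondrial translation, from 3.192e-04 to 0.513 for the cell cycle and from 1.117e-04 to 0.319 for the genes named by the study.

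The 6-base seed match gave 0.023 (p 0.0092) for siSBNO1#1, a reversal of the -0.0049 of the 7-base match, and -0.0054 (p 0.316) for siSBNO1#2. With the trends removed the 7-base match gave -0.058 (p 2e-04) for siSBNO1#1. The 6-base match then gave -0.024 (p 6e-04) for siSBNO1#1 and -0.021 (p 4e-04) for siSBNO1#2. The cause was not tested apart from the trends with GC content and length, removed together.

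For single named genes, 154 results were compared 4428 times. Of these, 4155 were the same, 245 weaker and 27 stronger, and 1 reversed: the NOTCH3 log2 fold change, both siRNAs averaged against NTC, was -0.017 (adjusted p 0.920) with log2 of TPM plus 1 and any TPM above 0, and the cause was not tested. Of 432 comparisons of gene lists by siRNA, 378 were the same, 27 weaker, 18 stronger and 9 moved. A gene past the threshold in neither setting was counted as the same whatever its sign.

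Replicate numbers were also tried as a block. This gave 2606 changed genes with siSBNO1#1, 1316 with siSBNO1#2, 1651 in the average, 1594 between the siRNAs and 712 the same way. Residuals of libraries with the same number had correlations from -0.052 to 0.030 over 9 pairs, so the numbers do not pair the libraries.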

Other observations

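Tests of splits of the libraries and of the shared NTC libraries were planned, and the other tests in this part (mitochondrial RNA, the lower genes without scaling, SBNO2 and the detected genes) were chosen only after the result was seen.

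The counts of changed genes were set against other splits of the libraries. In a 2-group fit of 6 siRNA libraries against 3 NTC libraries 1175 genes changed, and 2 of the 84 splits into 6 and 3 gave as many. The other such split set siSBNO1#1 apart from the remaining 6 libraries and gave 1607 genes, so the only other split with as many genes followed the groups. For siSBNO1#1 against NTC and for siSBNO1#2 against NTC, 1 of the 10 splits gave as many genes in each case, the real one. For siSBNO1#1 the real split gave 2574 genes and each other split 0 (102 to 164 at an unadjusted p below 0.05 with the same fold change minimum, against 2956), and for siSBNO1#2 the real split gave 1409 and the others at most 2. Grouping by chance cannot be told apart from these counts by the share of splits alone, since 10 splits cannot give a share under 0.05. The 718 genes changed the same way with both siRNAs were far above the largest count of 2 in the simulations with shared NTC libraries. This argues against random spread in the shared libraries as their source. A systematic feature of the NTC libraries would shift both comparisons alike. It was not simulated and stays open.

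Mitochondrial mRNA took more of the counts with both siRNAs. An equal rise of mitochondrial RNA of every kind is argued against, since mitochondrial mRNA counts per mitochondrial ribosomal RNA count were 3.25 ± 0.168 with NTC, 4.16 ± 0.451 with siSBNO1#1 and 3.99 ± 0.192 with siSBNO1#2 (SD, n = 3; exact permutation p 0.0119, the smallest that 84 splits can give). A rise of some ribosomal and transfer RNA with siSBNO1#1 is not excluded, since MT-RNR1 was higher there (0.24, adjusted p 0.0056), as were MT-TL1 (1.27) and MT-TT (0.90). Library size is argued against, since siRNA libraries held 0.990 times the counts of NTC libraries. A trend with GC content or length is argued against for siSBNO1#1, where the median log2 fold change of 13 mitochondrial mRNA genes was 0.38 with the trends removed and 0.43 without. A change in the amount or polyadenylation of mitochondrial mRNA may be involved, as a hypothesis. Differences in mRNA enrichment between groups stay open, and the labels give no library batch to test them.

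This share also bears on the balance of directions. By library size alone 72.1% of the genes changed in the averaged comparison were lower, against 50.4% with TMM factors. With genes of the mitochondrial genome removed before scaling by library size, the share was 39.5%. The excess of lower genes without scaling factors is therefore consistent with the share of counts taken by mitochondrial transcripts, and the numbers of higher and lower genes say little about whether SBNO1 knockdown mainly raises or lowers mRNA.

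SBNO2 was lower with both siRNAs, more with siSBNO1#1 than with siSBNO1#2. Several technical explanations are argued against. Only 0.240% of the 31-base words of SBNO2 occur in SBNO1 transcripts, and SBNO1 fell alike with both siRNAs while SBNO2 did not. No site in SBNO2 transcripts had fewer than 6 mismatches to either siRNA, and the 3' untranslated region of SBNO2 held the 7-base seed site of 0 of the siRNAs. With the trends with GC content and length removed, the adjusted p of SBNO2 in the averaged comparison was 1.629e-05. A response of SBNO2 to the loss of SBNO1 may be a hypothesis, with limits. The change with siSBNO1#2 was under the fold change minimum for a call, and its adjusted p rose above 0.05 in 4 of 9 fits that left out 1 library. SBNO2 also differed between the siRNAs (0.47, adjusted p 0.0011, limma-voom), although SBNO1 did not (adjusted p 0.507). The level of SBNO1 mRNA alone therefore does not account for the larger fall with siSBNO1#1. An effect of siSBNO1#1 apart from SBNO1 stays open. The protein products were not examined here.

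Replicate 1 of siSBNO1#2 had 1326 genes with counts in no other library, against 425 to 569 in the others. Its total of 21262590 counts was within the range of the others, which argues against library size. The 1326 genes held 1675 counts in all. No biological explanation was tested, and leaving out this library gave 1346 changed genes between the siRNAs in place of 1634, the lowest count among the 9 fits.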
